A study of Homo sapiens with 12 samples. Its data were reported in "Integrative analysis of mRNA stability regulation uncovers a metastasis-suppressive program in breast cancer" (2026).

How the data were processed

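Label ratios were taken from a deposited table with 1 column for each of 12 libraries, 2 biological replicates of each of HCC1806, HCC38, MCF7, MDA-MB-231, MDA-MB-453 and ZR-75-1. Per the methods of the study, cells were kept in 100 µM 4sU for 4 h, RNA was alkylated and 3′ end libraries were sequenced. The authors chose expressed transcripts with Salmon 0.14.1, aligned reads to the main isoform of each gene with Bowtie2 2.3.5, piled up bases with SAMtools, and deposited for each gene the ratio of bases read as C to bases read as T at reference T positions, with a pseudo-count of 1. They left out positions with abundant variants, transcripts with few reads and outlying transcripts. The submitters' processing notes name the build hg38. The study calls these ratios transcription rates and derives decay rates from them together with expression. Expression, read counts and an unlabelled control were not used here, so label was not set against expression, decay rates were not analysed here and read depth is unknown. The methods speak of replicates being combined, while the table has a column per library, and the columns were used as separate replicates.

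The table held 10995 rows with 10788 distinct names, of which 17 occurred more than once. A value of exactly 1 stood in 1631 cells, 84 to 198 per library, and is what a pseudo-count would give where no base was counted, if it was added to both C and T, which the methods do not state. These cells were treated as missing, which departs from the design as it was written before the data were examined. The fit as designed, with these values kept, was run beside it. After this 7957 of the 8116 rows with a value in all 12 libraries remained, and these were tested. Names were matched to GENCODE 44, on the build of the files, which gave coordinates and 3′ UTRs: 8886 names matched a current symbol, 449 matched through a synonym and 1453 did not match. Coordinates are those of this annotation. The authors' counting was not stated to separate overlapping or near-identical genes.

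Ratios were log2 transformed without a pseudocount and each library was centred on its median. Genes that differ between lines were found with limma 3.58.1 in R 4.3.3 by a moderated F-test over 12 libraries with the line as the factor, and each line was set against the mean of the other 5 by a contrast of the same fit. Triple-negative lines were set against the other lines with limma on 6 line means, with subtypes as the study gives them. Benjamini-Hochberg adjusted p under 0.05 was the threshold, over all genes within a comparison. Line comparisons share libraries, so their calls are not independent of each other, and no test was made between their counts. Between lines, medians of the libraries were compared by an exact permutation over pairings of the 12 libraries, with the sum of squared differences of log2 medians within pairs as the statistic. Centring leaves the median gene of a comparison within log2 0.12 of 0, with the largest shifts in ZR-75-1 (0.12) and MDA-MB-231 (-0.12), while without centring it lies at 0.67 in MDA-MB-231, -0.49 in ZR-75-1, -0.42 in HCC38, 0.34 in MDA-MB-453 and 0.14 in triple-negative lines.

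Before the data were examined 25 gene lists were fixed: immediate early and short-lived regulators, ribosomal proteins, oxidative phosphorylation, glycolysis, ZNF zinc fingers, NF-kB targets, luminal, basal, mesenchymal, epithelial junction, HER2 amplicon and apocrine, S phase, G2/M, interferon response, p53 targets, unfolded protein and ATF4 response, cholesterol synthesis, hypoxia response, ribosome biogenesis, YAP and TEAD targets, mRNA decay machinery, RBMS family, candidate RBMS3 targets of the study, mitochondrial transcripts, and immune and stromal markers. For the 23 lists with 5 or more tested members the level was the median of centred log2 ratios per line, tested by an exact sign-flip permutation over 6 lines, two-sided, and adjusted over the 23 lists. Between lines the lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over lists within each of 7 comparisons. Camera with the preset correlation made 38 list calls over these comparisons and 0 held with an estimated correlation. Counts of list members past the threshold are given over all genes tested and adjusted over the list alone. Genes whose longest annotated 3′ UTR holds the AU-rich nonamer or the AUA element were compared with genes without it within quintiles of UTR length. A 3′ UTR was found for 87.5% of tested rows.

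Named genes followed a rule fixed before the data were examined. For the F-test these were the 15 genes with the widest range whose highest and lowest line do not overlap, for each line the 3 highest and 3 lowest past the threshold whose replicates both lie outside the other 10 libraries, for the triple-negative comparison the 6 highest and 6 lowest with lines that do not overlap, for each list the 4 members with the smallest p in the F-test, and a fixed set of genes of interest. The 710 tested rows with clone names were not named. Alternatives were no centring, quantile normalisation, the lower quartile of ratios added before the log, the lowest 25% of genes by mean ratio left out, a mean-dependent prior with robust moderation, the replicate number as a block, each library left out, and others particular to a comparison. Keeping values of exactly 1 and library weights (limma, 1 weight per line) were added after seeing the data.

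The tests were checked on simulated data with 200 changed genes among 7957. At a log2 change of 2 the ZR-75-1 contrast recovered 71.5% of them with 13 false calls, the F-test 39.0% with 5 and the triple-negative comparison 58.5% with 7. At a log2 change of 3 these shares were 87.0%, 67.0% and 85.0%, with 14, 9 and 15 false calls. The simulated noise was normal with 1 spread per gene for all lines. Real replicate spread was uneven, with a residual SD of 0.460 in MDA-MB-231 and 0.834 in ZR-75-1, so these rates may not hold for the real lines. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.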

Results

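Newly made RNA was labelled with 4-thiouridine (4sU), a uridine analogue that is read as C in place of T after alkylation, and sequenced from the 3′ end in 6 human breast cancer cell lines with 2 biological replicates each. HCC1806, HCC38 and MDA-MB-231 are triple-negative lines, MCF7 and ZR-75-1 are luminal lines and MDA-MB-453 is a HER2-positive line. The value per gene and library was the ratio of C to T read at T positions after 4 h in 4sU, called the label ratio here and given as C per 1000 T. At steady state a transcript that turns over quickly is expected to carry a high label ratio and a stable transcript a low one, while the study reads the ratio as a transcription rate and derives decay from it together with expression. The table held 10995 transcripts, with a value for 9224 to 9919 of them in a library. Read depth per library and per gene is unknown, because the table held ratios alone, so no counting error can be given. The labels call the replicates biological but do not tie them to separate days, and p-values between lines measure the spread between these libraries.

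The 6 lines differed in how much label their RNA carried. MDA-MB-231 had the highest library medians, with 19.6 ± 0.664 C per 1000 T (SD, n = 2), and ZR-75-1 the lowest, with 8.11 ± 0.532 C per 1000 T. HCC38 lay close to ZR-75-1 at 8.95 ± 0.783, and HCC1806 and MDA-MB-453 lay between at 13.3 ± 0.177 and 13.8 ± 0.711 C per 1000 T. MCF7 had 11.9 ± 3.42 C per 1000 T, and its replicates differed by a factor of 1.51, the widest gap between replicates of a line. The highest line exceeded the lowest by a factor of 2.41. Libraries of a line lay closer together than chance pairings of the 12 libraries (75 of 10395 pairings were as close, exact permutation p = 0.00722, one-sided). Without an unlabelled control the background of C reads was not measured, and genes were compared between lines after each library was centred on its own median, so that higher and lower label is meant relative to the median gene. Centring does not remove such a background.

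**Figure D1:**
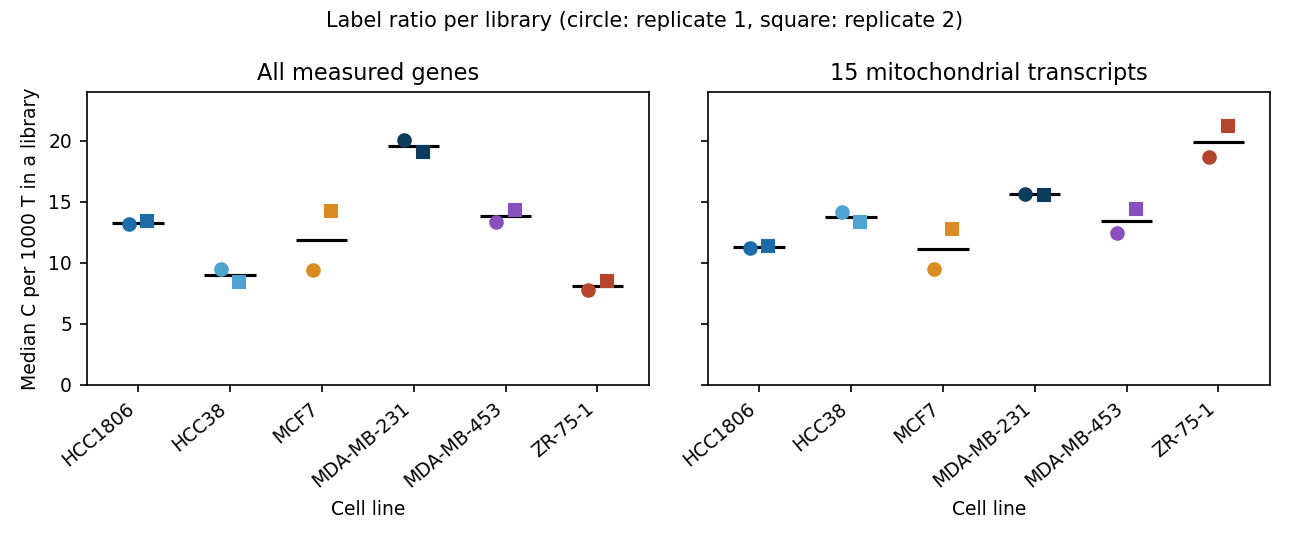
Median label ratio (C per 1000 T) of each library over all measured genes (left) and over 15 transcripts of the mitochondrial genome (right), by cell line. Circles and squares are replicates 1 and 2 and the bar is their mean. MDA-MB-231 has the highest median over all genes at 19.6 C per 1000 T, while ZR-75-1 has the lowest over all genes, at 8.11, and the highest over mitochondrial transcripts, at 19.9.

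To ask how far gene-level label was shared between lines, the log2 label ratios of all pairs of libraries were correlated across genes. The Pearson correlation averaged 0.749 over the 6 replicate pairs (0.691 to 0.828) and 0.633 over the 60 pairs of libraries from different lines (0.539 to 0.747). All 12 libraries were closest to the other replicate of their own line, while on linear ratios 11 were and HCC1806 replicate 2 was closest to MDA-MB-231 replicate 2. Pairs of different triple-negative lines averaged 0.682, pairs of the other 3 lines averaged 0.641 and mixed pairs averaged 0.615. Genes are not independent replicates, so no p-value is given for these values.

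Transcripts of short-lived regulators carried the most label of 23 gene lists that could be tested. Immediate early and short-lived regulators, which include transcription factors and feedback inhibitors of growth signalling, had a median 3.50 times that of the median gene (log2 1.81 ± 0.32, SD over 6 lines), and 28 of 34 measured members lay above the median gene in every line. MYC had 39.1 to 68.9 C per 1000 T over the lines and EGR1, SOCS3, TOB1 and CSRNP1 each reached 66.5 or more in at least 1 line. YAP and TEAD targets, among them AMOTL2 and LATS2, lay 2.76 times above the median gene (log2 1.46 ± 0.21, 10 members). ZNF zinc finger genes lay 1.91 times above it (log2 0.93 ± 0.11), p53 targets 1.86 times, NF-kB targets 1.82 times and unfolded protein and ATF4 response genes 1.54 times. The NF-kB list had 7 members, of which 2 lay above the median gene in every line, and its level was log2 0.09 in HCC1806. Smaller excesses were found for ribosome biogenesis and MYC targets (1.28 times), G2/M and mitosis genes (1.22 times) and the mRNA decay machinery (log2 0.28 ± 0.16). Of the 59 decay machinery genes 20 lay above and 9 below the median gene in every line.

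Transcripts of ribosomal proteins and of oxidative phosphorylation carried the least label. Ribosomal protein genes had 0.507 times the label of the median gene (log2 -0.98 ± 0.26), and 78 of 79 lay below the median gene in every line. Nuclear genes of oxidative phosphorylation had 0.519 times (67 of 73 below in every line) and glycolysis genes 0.564 times the label of the median gene. GAPDH, a glycolytic enzyme, had 4.39 to 8.52 C per 1000 T. Interferon response genes (0.560 times, 11 members), basal genes (0.582 times, 9 members), hypoxia response genes (0.742 times, 11 members) and HER2 amplicon and apocrine genes (0.771 times, 8 members) also lay below the median gene in all 6 lines. The hypoxia list held members on both sides, with HILPDA, PFKFB3, DDIT4 and VEGFA all above the median gene in each line. So did the HER2 amplicon and apocrine list, with 2 members above and 3 below the median gene in every line. For these 16 lists, 9 above and 7 below, the exact two-sided sign-flip permutation test over 6 lines gave p = 0.03125, the smallest it can give, and an adjusted p = 0.0449. This test asks whether a level keeps its side over the lines. Gene levels were shared between lines (mean Pearson r 0.633), so other sets of genes could do so as well. Random lists were not tested, so the p does not show that a list differs from such sets. With 1 replicate of each line alone all 16 levels kept their direction but none passed: 14 lists had an adjusted p = 0.0513, and G2/M genes and HER2 amplicon and apocrine genes had 0.0898 to 0.160.

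No call was made for 7 lists. Oestrogen receptor and luminal genes (log2 0.13 ± 0.29), epithelial junction genes (0.12 ± 0.23) and S phase and DNA replication genes (0.11 ± 0.19) each had an adjusted p = 0.294 in the exact sign-flip test. Mesenchymal genes lay at log2 -0.42 ± 0.31 (exact adjusted p = 0.0846) and cholesterol synthesis genes at -0.27 ± 0.39 (exact adjusted p = 0.265). The candidate RBMS3 targets, which the study chose by RBMS3 binding, RBMS3 silencing and patient survival, lay at -0.11 ± 0.12 (exact adjusted p = 0.160), and mitochondrial transcripts at 0.08 ± 0.60 (exact adjusted p = 0.813). The list of immune and stromal markers had 1 measured member, COL1A1, and the list of RBMS family and other regulators had 3 (RBMS1, RBM4B and SAMD4B), too few for a test. Lineage lists lost many members to the demand for a value in every library: 9 of 26 basal, 9 of 28 mesenchymal and 11 of 24 luminal genes of the table were tested.

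**Figure D2:**
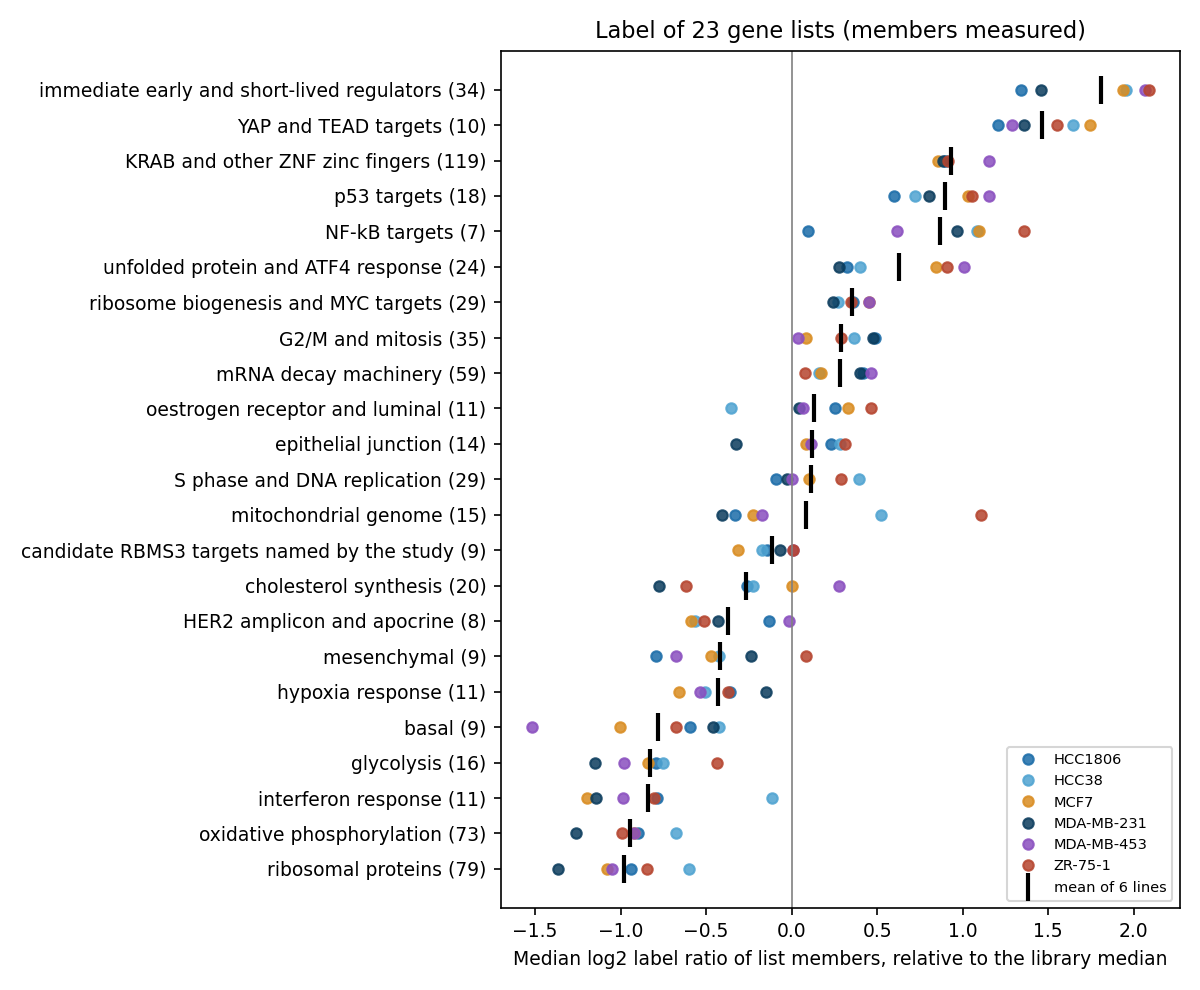
Median log2 label ratio of the members of 23 gene lists, relative to the median of the library, averaged over the replicates of each line. Coloured points are the 6 lines, the black bar is their mean and the number of measured members is in brackets. Immediate early and short-lived regulators lie highest (1.81) and ribosomal proteins lowest (-0.98).

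Genes with an AU-rich element in the 3′ UTR, a motif long known to destabilise mRNA, carried more label than genes without it. Among 6959 genes with an annotated 3′ UTR, 3156 genes with the AU-rich nonamer lay log2 0.31 ± 0.07 (SD over lines) above 3803 genes without it, matched on UTR length, and did so in 6 of 6 lines. The level rose with the number of nonamers, from log2 -0.28 with 0 to 0.06 with 1, 0.21 with 2 and 0.29 with 3 or more, although UTRs with more nonamers were also longer (median 1137 against 4281 bases). The AUA element by which the study defined its RBMS3 regulon was present in 5831 genes, which lay log2 0.26 ± 0.10 above 1128 genes without it in 6 of 6 lines. Both elements had an exact sign-flip permutation p = 0.03125 (adjusted p = 0.03125), the smallest possible with 6 lines. It measures whether the direction is kept over lines that share gene levels, not whether other splits of the genes would do the same. In the quintile of the longest UTRs, where 24 genes lacked the AUA element, the difference was -0.10, while in the other quintiles it was 0.26 to 0.52.

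The genes that the study follows were examined by name. TXNIP, a regulator of thioredoxin and glucose uptake that the study places downstream of RBMS3, carried high label in every line, from 30.4 ± 3.33 C per 1000 T in HCC38 to 72.5 ± 8.93 in MDA-MB-453 (SD, n = 2), and did not pass the test between lines (adjusted p = 0.0522). GATA3, a luminal transcription factor, had 37.6 to 70.2 C per 1000 T (adjusted p = 0.0835). None of MYC, CDKN1A, ERBB2, VIM, ACTB, GAPDH, RBM4B and SAMD4B passed the test either, with adjusted p from 0.0967 for ACTB to 0.693 for CDKN1A. RBMS3, ESR1 and AR had no entry in the table and were not analysed here. CDH1 and EGFR had a value in 11 libraries and FOS in 3, and none of these was tested.

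To ask which transcripts differed in label between the lines, a moderated F-test was run over 7957 transcripts. It found 475 genes (5.97%). In all 475 the replicates of the highest and the lowest line did not overlap, which selection by this test favours and which is no separate support. The widest differences came from genes with very little label in 1 or 2 lines. Read depth and background were unknown and the log was taken without a pseudocount, so these folds may rest on few C reads. ANKRD42 (chromosome 11, 83193712 to 83260694, hg38) had 0.361 ± 0.0113 C per 1000 T in MDA-MB-453 and 6.92 to 22.4 in the other lines, a 51.6-fold range after centring (log2 5.69, adjusted p = 0.00462). TIA1 (chromosome 2, 70209444 to 70248660), which encodes an RNA-binding protein of stress granules, had 0.289 ± 0.0615 C per 1000 T in ZR-75-1 and 7.42 to 17.6 elsewhere (adjusted p = 0.0115). TNRC6B (chromosome 22, 40044817 to 40335808), a component of microRNA silencing complexes, ranged from 0.906 ± 0.0963 in ZR-75-1 to 55.5 ± 3.81 in MDA-MB-231 and 55.0 ± 5.35 in MDA-MB-453 (adjusted p = 0.00377).

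The other genes with the widest ranges had their lowest label in different lines, with every line represented. GTPBP8, HIVEP3 and RAD18, the last a ubiquitin ligase of DNA damage tolerance, were lowest in ZR-75-1 (0.494 to 0.841 C per 1000 T). EFNA5, a membrane-bound Eph receptor ligand, PPP4R1 and the interferon-induced transcription factor IRF1 were lowest in MDA-MB-453 (1.00, 1.85 and 4.24 C per 1000 T). CPOX, an enzyme of haem synthesis, the Wnt pathway receptor LGR4 and FTSJ1 were lowest in HCC38 (0.468 to 0.853). LPAR2, a lysophosphatidic acid receptor, was lowest in MDA-MB-231 (1.74), LOXL1, a lysyl oxidase of elastic fibres, in HCC1806 (0.854) and RIN2 in MCF7 (1.62 C per 1000 T). These 15 genes had ranges of 26.5-fold to 51.6-fold after centring and adjusted p in the F-test from 0.00377 to 0.0479. With the lower quartile of ratios added before the log, 13 of them still passed and 2 fell short. Among the 475 genes, 157 had their highest value in ZR-75-1 and 115 in MDA-MB-453, and 100 each had their lowest in MDA-MB-231 and ZR-75-1. The number of genes depended on single libraries, from 49 without MDA-MB-231 replicate 2 to 997 without ZR-75-1 replicate 1, and was 347 with quantile normalisation, 1499 without centring and 892 with the lower quartile of ratios added before the log.

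**Figure D3:**
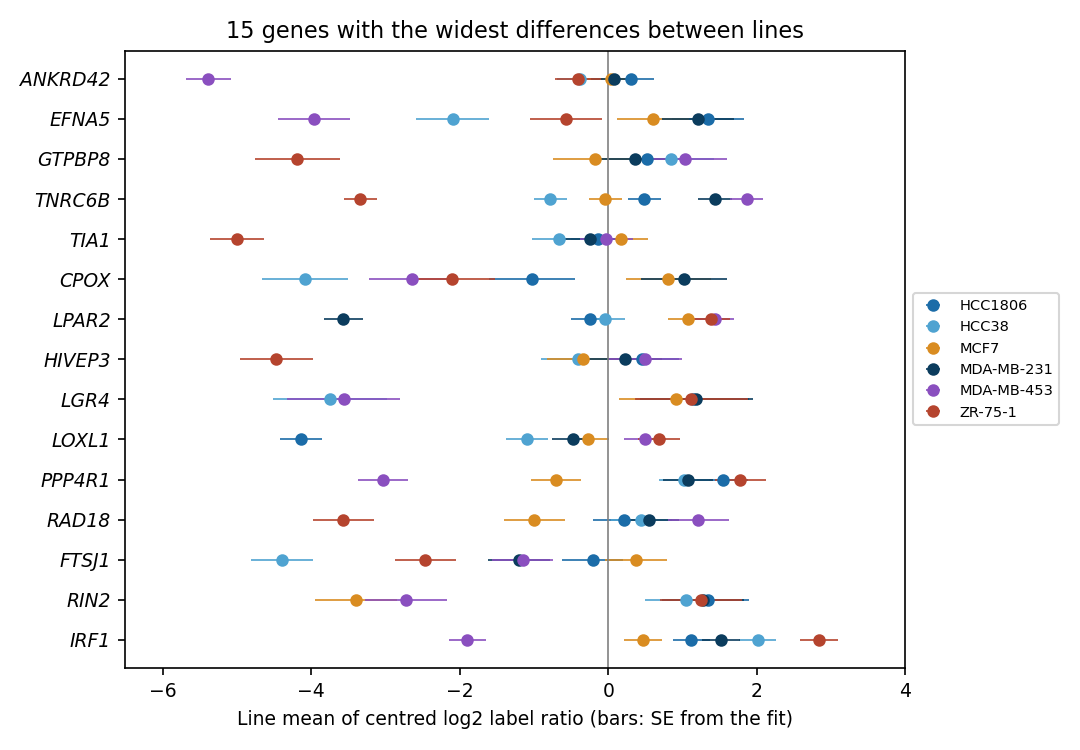
Line means of the centred log2 label ratio for the 15 genes with the widest differences among those past the F-test, with standard errors from the model (n = 2 per line). Most genes have 1 or 2 lines far below the rest, such as ANKRD42 in MDA-MB-453 (-5.38) and TIA1 in ZR-75-1 (-5.00).

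The differing genes were counted within each list. Over all genes tested, 4 of 34 immediate early and short-lived regulators passed the F-test, and 24 did when adjusted over the list alone. SOCS3, a feedback inhibitor of cytokine signalling, had 4.50 ± 0.129 C per 1000 T in MDA-MB-453 and 41.0 to 67.5 in the other lines. EGR1 had 11.7 ± 10.2 in MDA-MB-231 and 42.4 to 67.9 elsewhere. Of the unfolded protein and ATF4 response genes, 5 of 24 passed over all genes and 14 adjusted over the list alone, and PHGDH, the first enzyme of serine synthesis, had 1.64 ± 0.000956 C per 1000 T in MDA-MB-231 and 3.99 to 8.41 elsewhere. Of 15 mitochondrial transcripts 14 passed over all genes and 15 adjusted over the list alone. By contrast 2 of 79 ribosomal protein genes (RPL23A and RPL12) passed over all genes and 0 adjusted over the list alone, and 0 of 73 oxidative phosphorylation genes passed by either count. These shares were not tested against each other.

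The differing genes of the remaining lists were counted in the same way. Over all genes tested, and adjusted over the list alone, the counts were 7 and 7 of 119 ZNF genes, 2 and 4 of 7 NF-kB targets, 2 and 7 of 11 luminal genes, 2 and 3 of 9 basal genes, 1 and 1 of 9 mesenchymal genes and 1 and 2 of 14 epithelial junction genes. They were 2 and 9 of 29 S phase genes, 1 and 1 of 35 G2/M genes, 3 and 5 of 11 interferon response genes, 4 and 8 of 20 cholesterol synthesis genes, 1 and 5 of 11 hypoxia genes, 2 and 5 of 29 ribosome biogenesis genes and 3 and 8 of 59 decay machinery genes. Glycolysis, HER2 amplicon and apocrine, p53 and YAP and TEAD lists held 0 by both counts. Among the candidate RBMS3 targets 3 of 9 passed over all genes (SOX4, PTPRK and BZW1) and 4 adjusted over the list alone. The basal transcription factor FOXC1 had 5.36 ± 1.49 C per 1000 T in MDA-MB-453 and 27.0 to 49.9 in the other lines.

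ZR-75-1 was set against the other 5 lines, with 349 genes higher and 259 lower. Its replicates had the lowest correlation of a replicate pair (0.691), and replicate 2 lay apart from replicate 1 on the first principal component (73.8 against 28.1), so all values of this line average 2 unlike libraries. Transcripts of the mitochondrial genome stood out, with 14 of 15 higher over all genes tested and 15 adjusted over the list alone. MT-RNR1 rose by log2 1.66 ± 0.13 (SE) and MT-CYB by 1.37 ± 0.14, and MT-ND6, which is encoded on the other DNA strand than the rest, had log2 0.78 (adjusted p = 0.0654). Before centring, mitochondrial transcripts had 19.9 ± 1.80 C per 1000 T in ZR-75-1, 2.18 times the nuclear median of the same libraries. In HCC38 they had 13.8 ± 0.621 (1.41 times), and in the other 4 lines 11.1 to 15.6 C per 1000 T (0.760 to 0.889 times). Their level from the median gene was log2 1.11 in ZR-75-1, 0.52 in HCC38 and -0.41 to -0.17 in the other 4 lines. Negative mitochondrial values in those 4 lines, given below, are therefore set in part by ZR-75-1 and HCC38 in the comparison. The list was past the threshold with a preset correlation (median log2 1.33, adjusted p = 4.65e-16), and had an adjusted p = 0.189 with an estimated correlation.

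Stress response, luminal and glycolysis genes had positive medians in ZR-75-1 and were past the threshold with a preset correlation, but not with an estimated one (adjusted p = 0.189, 0.211 and 0.353 with an estimated correlation). Unfolded protein and ATF4 response genes had a median log2 of 0.67, with 22 of 24 members positive, 4 higher over all genes (PHGDH, HSPA5, CEBPB and SLC7A11) and 14 higher and 1 lower adjusted over the list alone. HSPA5, the main chaperone of the endoplasmic reticulum, rose by 1.04 ± 0.16 (SE). Luminal genes had a median of 0.45, with CCND1 (0.96 ± 0.15) and KRT19 (0.90 ± 0.16) higher, and glycolysis genes had 0.47 with 16 of 16 members positive, 0 higher over all genes and 4 higher adjusted over the list alone. Cholesterol synthesis genes had -0.38, with SQLE lower (-0.83 ± 0.17), and an adjusted p = 0.189 with an estimated correlation. Immediate early and short-lived regulators had 0.48 (20 higher and 1 lower adjusted over the list alone, adjusted p = 0.211 with an estimated correlation), and relative to all genes they turned from 0.36 to -0.08 with quantile normalisation. By the same measure the stress response list went from 0.55 to 0.27 and cholesterol synthesis genes from -0.50 to -0.27.

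Single genes in ZR-75-1 included S100P, a calcium-binding protein, at log2 2.89 ± 0.62 above the other lines (adjusted p = 0.0350), ARHGEF12 at 2.46 ± 0.47 and IRF1 at 2.19 ± 0.28. TIA1 (-4.82 ± 0.39, adjusted p = 0.00218), GTPBP8 (-4.70 ± 0.62) and HIVEP3 (-4.56 ± 0.54) were furthest below. DUSP6, a phosphatase of ERK named after its value was seen, was the 1 short-lived regulator that was lower over all genes (-3.00). The count changed with the setting: 198 genes passed with quantile normalisation (83 higher and 115 lower), 45 with library weights and 147 without ZR-75-1 replicate 2. Without centring the split was 28 higher and 1155 lower.

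In MDA-MB-453 121 genes were higher and 164 lower than in the other lines. Cholesterol synthesis genes carried more label, with a median log2 of 0.66 and 17 of 20 members positive, 3 higher over all genes tested and 12 adjusted over the list alone. DHCR24, which makes the last step to cholesterol, rose by 0.93 ± 0.16 (SE), MSMO1 by 0.98 ± 0.18 and FDPS, a mevalonate pathway enzyme named after its value was seen, by 0.97. This list was past the threshold with a preset correlation (adjusted p = 0.000100) and had an adjusted p = 0.0685 with an estimated correlation. Mitochondrial transcripts had a median of -0.25, with 15 of 15 members negative (adjusted p = 0.457 with an estimated correlation).

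ANKRD42 was furthest below in MDA-MB-453 (-5.31 ± 0.34, adjusted p = 0.000331), followed by SESTD1 (-4.24 ± 0.22) and EFNA5 (-4.06 ± 0.53). SOCS3 (-3.83 ± 0.24), IRF1 (-3.49 ± 0.28) and FOXC1 (-2.99 ± 0.18) were lower too, as was LDHB, a subunit of lactate dehydrogenase (-1.61 ± 0.28). MRPL23, a protein of the mitochondrial ribosome, was highest (2.71 ± 0.57, adjusted p = 0.0464), followed by TNRC6B (2.31 ± 0.24) and PPWD1 (1.99 ± 0.40). With quantile normalisation 122 genes passed, 27 higher and 95 lower, and without centring 198 were higher and 107 lower. Leaving out single libraries gave 72 genes (without MDA-MB-231 replicate 1) to 555 genes (without ZR-75-1 replicate 1).

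**Figure D4:**
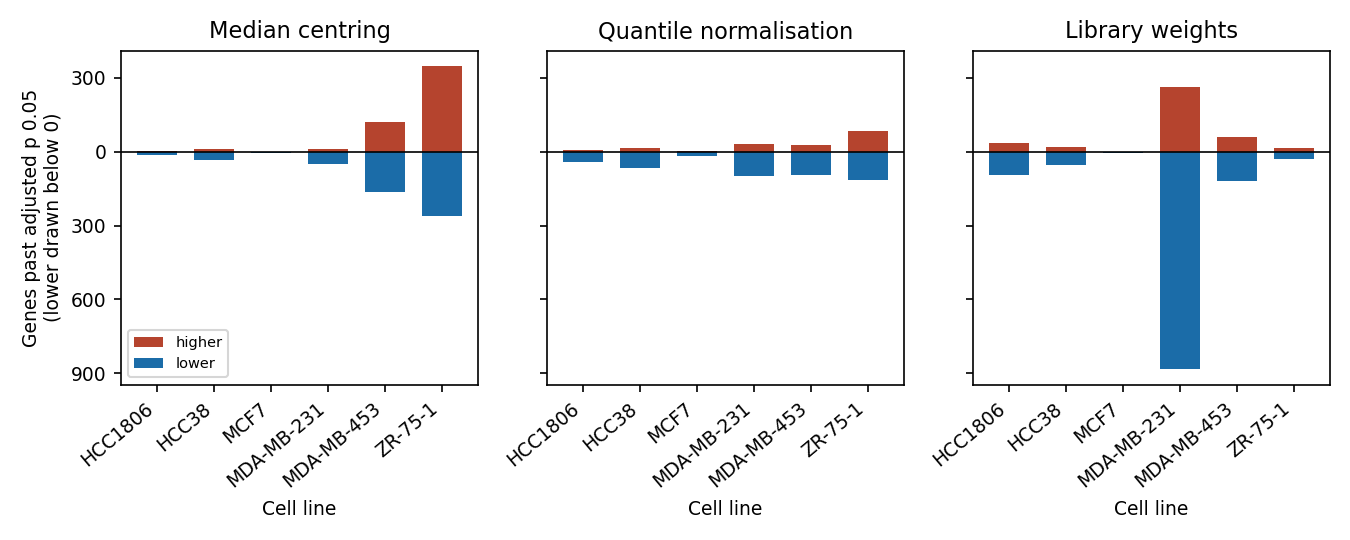
Number of genes past an adjusted p of 0.05 for each line against the other 5, higher (red, above 0) and lower (blue, below 0), after median centring, after quantile normalisation and with library weights. ZR-75-1 has 349 higher and 259 lower genes after median centring and 16 higher and 29 lower with library weights, while MDA-MB-231 has 10 and 50 against 264 and 884.

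In MDA-MB-231 10 genes were higher and 50 lower than in the other lines. All 79 ribosomal protein genes had less label relative to the median gene than in the other lines (median log2 -0.47), with 0 past the threshold over all genes and 21 lower adjusted over the list alone. The level of this list was log2 -1.37 in MDA-MB-231, the line with the highest library medians. It was -0.60 in HCC38 and -0.85 in ZR-75-1, which had the lowest. Background C reads were not measured, so their effect cannot be told apart from a line difference here. Mitochondrial transcripts (-0.65, 15 of 15 negative, 15 lower adjusted over the list alone), unfolded protein and ATF4 response genes (-0.53, 11 lower adjusted over the list alone) and cholesterol synthesis genes (-0.41, 7 lower adjusted over the list alone) lay below as well. Each of the last 3 lists had 1 gene lower over all genes, namely MT-ND2 (-0.85 ± 0.14, SE), PHGDH (-2.74 ± 0.24) and DHCR24 (-0.96 ± 0.16). Before centring, mitochondrial transcripts had 15.6 C per 1000 T in MDA-MB-231, second to ZR-75-1 among the lines. Epithelial junction genes had -0.41, with ELF3, an epithelial transcription factor, at -1.48 ± 0.17. Oxidative phosphorylation (-0.37), glycolysis (-0.40) and ribosome biogenesis genes (-0.37) were below and G2/M genes above (0.18, with HMMR at 1.16 ± 0.18). Relative to all genes ribosomal proteins went from -0.35 to -0.54 and oxidative phosphorylation from -0.25 to -0.41 with quantile normalisation. Adjusted p with an estimated correlation was 0.175 to 0.415 for all 10 lists called here.

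The tenth list, immediate early and short-lived regulators, had -0.45 in MDA-MB-231 with EGR1 lower (-3.30 ± 0.44), but relative to all genes it turned from -0.34 to 0.04 with quantile normalisation. TBC1D4, a Rab GTPase regulator of glucose transport, was furthest above in this line (3.62 ± 0.48, adjusted p = 0.0277), with 28.9 ± 9.65 C per 1000 T and 0.674 to 3.91 in the other lines. KIF27 (2.37 ± 0.34) and WDR41 (1.66 ± 0.15) followed. LPAR2 (-4.29 ± 0.29, adjusted p = 0.00371), HIST1H2AC (-3.49 ± 0.53) and USP18, an interferon-induced protease (-3.40 ± 0.29), were furthest below. HIST1H2AC has near-identical copies, so its value is uncertain. With library weights 1148 genes passed and with quantile normalisation 130. Without centring 1054 were higher and 18 lower, and 7 genes were left without MDA-MB-231 replicate 2.

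In HCC38 12 genes were higher and 35 lower than in the other lines. Interferon response genes had a median log2 of 1.04 (11 of 11 members positive), with 0 higher over all genes and 6 adjusted over the list alone. The list was past the threshold with a preset correlation but not with an estimated one. Ribosomal protein genes (0.44, 77 of 79 positive, 9 higher adjusted over the list alone), oxidative phosphorylation genes (0.30, 66 of 73 positive, and relative to all genes 0.22, or 0.13 with quantile normalisation), S phase genes (0.29, 22 of 29 positive) and mitochondrial transcripts (0.55, 15 of 15 positive, 11 higher adjusted over the list alone) lay above too. Adjusted p with an estimated correlation was 0.143 for the interferon list, 0.163 for S phase genes and 0.228 for the other 3. HCC38 had low library medians, where a background of C reads, not measured here, would raise genes with little label most. FAM118A (2.56 ± 0.24, adjusted p = 0.0108), SERPINB8 (2.49 ± 0.23) and the class I antigen gene HLA-C (1.75 ± 0.26) were furthest above, the last uncertain because its reads can be shared with related HLA genes. INHBB, a subunit of activin B (-3.77 ± 0.31, adjusted p = 0.0108), FTSJ1 (-3.46 ± 0.45) and MBD6 (-3.19 ± 0.43) were furthest below. Without centring 7 genes were higher and 423 lower, with quantile normalisation 83 passed, and with values of exactly 1 kept 27 passed. Without HCC1806 replicate 1 a single gene passed.

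In HCC1806 3 genes were higher and 13 lower than in the other lines. Immediate early and short-lived regulators had a median log2 of -0.39 (31 of 34 negative, 0 lower over all genes and 16 adjusted over the list alone). Mitochondrial transcripts had -0.56 (15 of 15 negative, 0 lower over all genes and 14 adjusted over the list alone). Both lists were past the threshold with a preset correlation but not with an estimated one. NF-kB targets (-0.35, with BCL3 lower at -2.57 ± 0.32, SE), S phase genes (-0.33) and p53 targets (-0.28) were below, and G2/M genes were above (0.24, 25 of 35 positive, 3 higher adjusted over the list alone). Adjusted p with an estimated correlation was 0.124 to 0.205 for these 6 lists. Relative to all genes the short-lived regulators went from -0.37 to -0.10, NF-kB targets from -0.33 to -0.15 and p53 targets from -0.26 to -0.17 with quantile normalisation. LOXL1 (-4.00 ± 0.31, adjusted p = 0.00966), IDS, a lysosomal sulphatase (-3.26 ± 0.45), and the transcription factor TRPS1 (-3.05 ± 0.40) were furthest below. Of the 3 higher genes none met the rule for naming, and CD58 (1.44) and SERPINB8 (1.82) are named after their values were seen, beside 1 clone-named transcript. With quantile normalisation 49 genes passed, with library weights 129, without centring 0 higher and 2 lower, and without MDA-MB-453 replicate 1 only 2.

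In MCF7 0 genes were higher and 4 lower in the limma test, with 954 genes at an unadjusted p under 0.05. PLEKHF1 was furthest below (-3.36 ± 0.27, SE, adjusted p = 0.0146), followed by ANKRD36C (-2.28 ± 0.22), which has near-identical copies and is uncertain, and THOC1, a subunit of the mRNA export complex TREX (-2.05 ± 0.22). The other gene was a clone-named transcript. Interferon response genes had a median log2 of -0.65 (10 of 11 negative, 3 lower adjusted over the list alone), mitochondrial transcripts -0.36, ribosomal protein genes -0.09 and G2/M genes -0.10 (8 lower adjusted over the list alone). Cholesterol synthesis genes had 0.27, ribosome biogenesis genes 0.19 and immediate early and short-lived regulators 0.13. Relative to all genes the short-lived regulators went from 0.09 to 0.20 and ribosomal proteins from -0.13 to -0.18 with quantile normalisation. Adjusted p with an estimated correlation was 0.193 to 0.568 for these 7 lists. The count was 21 with quantile normalisation (3 higher and 18 lower), 9 without centring (1 higher and 8 lower) and 74 without MCF7 replicate 2.

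The 3 triple-negative lines were set against the other 3 lines, with the line mean as the replicate. In the limma test 8 genes were higher and 0 lower in triple-negative lines, each at an adjusted p = 0.0485. CASP8, the initiator caspase of death receptors (chromosome 2, 201233443 to 201361836), was higher by log2 2.81 ± 0.32 (SE), with 19.0 to 26.0 C per 1000 T in triple-negative lines and 2.33 to 5.84 in the others. TBC1D31 (2.69 ± 0.24), ZNF321P (2.56 ± 0.29), PSMC3IP (2.31 ± 0.25), CDKAL1, a tRNA-modifying enzyme (2.29 ± 0.25), and INTU, a planar cell polarity effector of cilia (2.22 ± 0.24), met the rule for naming, and PLEK2 (2.22) and TAF6 (1.96) did not and are named after their values were seen. Replicates of the other lines lay far apart in some of these genes, as for ZNF321P in MDA-MB-453 with 21.2 ± 28.9 C per 1000 T, and CASP8 had an adjusted p = 0.125 in the F-test over libraries.

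At an unadjusted p under 0.05 there were 438 genes higher and 465 lower in triple-negative lines, and in 1537 genes (19.3%) the 3 lines of each group did not overlap, against 10% by chance and 1264 genes in the highest other split, which set HCC1806, MCF7 and MDA-MB-231 apart. Unfolded protein and ATF4 response genes had a median log2 of -0.47 in triple-negative lines (23 of 24 negative) and immediate early and short-lived regulators -0.43 (28 of 34 negative), with 0 members past the threshold over all genes or adjusted over the list alone. Relative to all genes the short-lived regulators went from -0.35 to -0.03 with quantile normalisation, and the stress response list stayed at -0.39. Both lists were past the threshold with a preset correlation, and both had an adjusted p = 0.924 with an estimated correlation. The 8 calls did not hold over most settings tried. Without the lowest 25% of genes 7 genes passed, 6 of them among the 8, but 0 passed with quantile normalisation, with all 12 libraries and the line as a random block, with culture medium as a covariate (1062 at an unadjusted p under 0.05), against the luminal lines alone or with values of exactly 1 kept, and 1 gene, not among the 8, passed without centring.

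**Figure D5:**
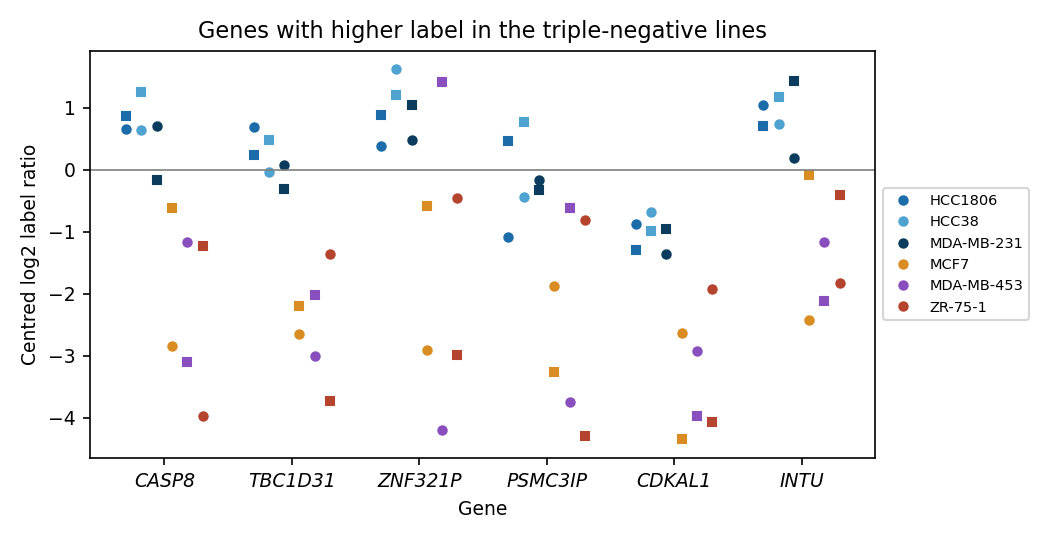
Centred log2 label ratio of 6 genes called higher in triple-negative lines, in each of the 12 libraries (circles are replicate 1 and squares replicate 2). For CASP8 the line means lie at 0.27 to 0.95 in triple-negative lines and at -2.60 to -1.72 in the other lines, and single replicates of the other lines spread widely.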

Values the study reported

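For decay rates, which combine labelling with expression, the study reported an average Pearson R of about 0.9 between biological replicates and of 0.59 between pairs of cell lines. By analysis of variance it reported about 100 genes whose decay differed between cell lines at P < 0.003 and a false discovery rate below 0.25.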

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

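Values of exactly 1 kept and library weights were chosen after seeing the data, and the other alternatives before the data were examined. The correlation of replicates was 0.787 on linear ratios, 0.80 by Spearman and 0.687 without the lowest 25% of genes, and that of different lines 0.696, 0.694 and 0.515. The ratio of the highest to the lowest line was 1.94 with means in place of medians. Differences for the 3′ UTR elements kept their direction without matching on length (0.46 and 0.55). No named gene changed direction under any alternative run for it. The levels of the 16 called lists, which were run only with 1 replicate of each line or without 1 line, did not either. Of the checks on single genes, 229 of those for F-test genes and 430 for genes of a line stayed past the threshold, and 70 and 161 fell short. For triple-negative genes 6 stayed and 112 fell short. The cause of changed counts was not tested except where stated.

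Without centring 1499 genes differed between lines, 2 were called in HCC1806, 430 in HCC38, 9 in MCF7, 1072 in MDA-MB-231, 1183 in ZR-75-1 and 1 between triple-negative and other lines. These counts hold the overall difference in label by construction. Quantile normalisation, which gives all libraries 1 spread, called 49 in HCC1806, 83 in HCC38, 21 in MCF7, 130 in MDA-MB-231, 122 in MDA-MB-453, 198 in ZR-75-1 and 0 between subtypes. Of the 198 genes 196 were among the 608 of median centring, and 119 of the 122 were among the 285. With the lower quartile added, 892 genes differed between lines, with 45 in HCC1806, 26 in MCF7, 423 in MDA-MB-231, 819 in MDA-MB-453, 318 in ZR-75-1 and 0 between subtypes. Without the lowest 25% of genes there were 26 in HCC1806 and 7 in MCF7. A mean-dependent robust prior gave 851 between lines, 61 in HCC1806, 143 in MDA-MB-231 and 0 between subtypes. Values of exactly 1 kept gave 27 in HCC38 and 0 between subtypes, and with them 412 genes differed between lines. Library weights, between 0.449 for ZR-75-1 and 2.11 for MDA-MB-231, gave 129 in HCC1806, 74 in HCC38, 1148 in MDA-MB-231, 179 in MDA-MB-453 and 45 in ZR-75-1, and all 45 were among the 608. An adjusted p under 0.25 gave 3868 genes between lines.

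The replicate numbers did not pair the libraries. Deviations of equally numbered libraries had a mean correlation of -0.00288 over 15 pairs of lines (-0.0483 to 0.0249). With the replicate number as a block 179 genes differed between lines, with 3 in HCC1806, 13 in HCC38, 0 in MCF7, 23 in MDA-MB-231, 170 in MDA-MB-453 and 362 in ZR-75-1, in a fit with fewer residual degrees of freedom.

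Leaving out 1 library at a time, which leaves its line with a lone library assumed to vary like the others, gave 49 (without MDA-MB-231 replicate 2) to 997 genes (without ZR-75-1 replicate 1) between lines, and 11 of 12 libraries moved this count by over 1.5 times. In HCC1806 it gave 2 (without MDA-MB-453 replicate 1) to 28 (without HCC1806 replicate 2), in HCC38 1 (without HCC1806 replicate 1) to 58 (without ZR-75-1 replicate 1), and in MCF7 0 (without HCC1806 replicate 1, among others) to 74 (without MCF7 replicate 2). In MDA-MB-231 it gave 7 (without MDA-MB-231 replicate 2) to 95, and in MDA-MB-453 72 (without MDA-MB-231 replicate 1) to 555, both highest without ZR-75-1 replicate 1. In ZR-75-1 it gave 147 (without ZR-75-1 replicate 2) to 911 (without ZR-75-1 replicate 1). The libraries that moved a line count by over 1.5 times numbered 12 for HCC1806, 10 for HCC38, 11 for MCF7, 11 for MDA-MB-231, 10 for MDA-MB-453 and 8 for ZR-75-1.

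Between triple-negative and other lines 0 genes passed with 12 libraries and the line as a random block, against the luminal lines alone, with culture medium as a covariate, and without HCC1806, HCC38, MDA-MB-231, MDA-MB-453 or ZR-75-1, and 1 passed without MCF7, which was not among the 8. With replicate 1 of each line alone, or replicate 2 alone, 0 of the 16 list levels passed, and all 16 kept their direction. Without any 1 line the smallest possible exact p is 0.0625, so that test cannot call a list. Camera with an estimated correlation called 0 lists in all 7 comparisons. Fry, which asks whether a list moves 1 way and not whether it differs from other genes, called 9 lists in HCC1806, 11 in HCC38, 6 in MCF7, 13 in MDA-MB-231, 11 in MDA-MB-453, 15 in ZR-75-1 and 0 between subtypes. Depth is unknown, so how far it limits any call was not measured.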

Other observations

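The tests of wider spread in ZR-75-1 and MDA-MB-453, of other splits of the lines and of a line variant, and the number of simulated genes at the p of the real calls, were chosen only after the result was seen.

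Large differences of a line from the others were nearly all downward. By more than log2 3, 86 line calls were lower and 1 was higher. The authors left out outlying transcripts by their distance from the median. If this was done on the ratios themselves, it would remove large rises more than large falls. Whether the asymmetry came from this, or from taking the log of ratios near 0 without a pseudocount, was not tested. ZR-75-1 held 44 of the lower calls and MDA-MB-453 held 26. The microRNA silencing gene TNRC6B in ZR-75-1 lay at log2 -3.93 ± 0.24 (SE) from the other lines. SMG7, a factor of nonsense-mediated decay, carried 65.6 ± 5.56 C per 1000 T (SD, n = 2) in ZR-75-1 and 9.57 ± 4.77 in MDA-MB-453. Within the S phase list, RFC4, a clamp loader subunit, had 0.938 ± 0.339 C per 1000 T in ZR-75-1 and 14.1 to 27.5 in the other lines, and the ribosome biogenesis gene WDR12 had 1.92 ± 0.432 in ZR-75-1 and 13.6 to 24.2 elsewhere. CDH1 had a value in 1 library of MDA-MB-231, at 93.8 C per 1000 T, and 6.28 to 39.7 in the other lines. The other MDA-MB-231 library had no value and read depth is unknown, so this lone value may rest on few reads and is uncertain.

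The label ratio rose with the length of the 3′ UTR. The quintile of the shortest UTRs lay at log2 -0.51 ± 0.09 (SD over 6 lines) from the median gene and the longest at 0.22 ± 0.07. Genes with the AU-rich nonamer exceeded genes without it in each quintile, by log2 0.58 in the shortest and 0.18 in the longest.

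At the thresholds of the study, 475 genes differed in label between lines by the moderated F-test and 560 by unmoderated analysis of variance. That is higher than the count quoted from the study above, which is for decay rates and not for label.

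Short-lived regulators lay above and ribosomal proteins below the median gene in each line. If the pseudo-count had raised weakly covered genes, genes measured in 6 to 11 libraries should lie above those measured in all 12. They lay below them, by log2 -1.05 on average. Outlying transcripts and values of exactly 1 had been left out, which can remove raised ratios of weakly covered genes. This test therefore cannot decide on the pseudo-count. Against genes of the same quintile of replicate spread, a stand-in for coverage, short-lived regulators kept an excess of 1.51 and at least 78.1% of it in each line, and ribosomal proteins lay at -1.365. The replicate spread of a log ratio depends on the ratio as well as on coverage, so this matching cannot decide on weak coverage. An effect of weak coverage or of the pseudo-count on the pattern stays open, and so does a true difference in turnover of these mRNAs. Turnover was not tested, because expression and read counts were not used here.

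Most line calls, 87.5% of 1020, fell in ZR-75-1 and MDA-MB-453. With quantile normalisation MDA-MB-453 had 122 calls, under the 130 of the highest line other than ZR-75-1, so the wider spread of its log ratios could account for its lead, while ZR-75-1 kept 198, too few above 130 to decide. Without ZR-75-1 replicate 2 the line had fewer calls than MDA-MB-453 in the same fit, and without replicate 1 it had more. Leaving out either replicate of MDA-MB-453 lowered the count of that line too. Whether the lead of ZR-75-1 rested on replicate 2 can thus not be decided from these fits. In 20 simulated sets without line differences, made from the replicate deviations, 0.95 genes were called in ZR-75-1 on average. That bound was too strict, since the adjustment is stricter where no gene differs. At the p that the real calls reached there were 150 genes, 24.7% of 608, against 11.5% in MDA-MB-453. With library weights, chosen after seeing the data, 45 genes passed in ZR-75-1, 179 in MDA-MB-453 and 1148 in MDA-MB-231. The lead of ZR-75-1 and MDA-MB-453 therefore depends on how replicate noise is treated. Uneven replicate noise and a biological difference of ZR-75-1 cannot be told apart.

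The 8 genes higher in triple-negative lines were the result of the real split, and the highest count in any other of the 10 splits of the 6 lines was 0, so 1 split gave as many, and 10 splits are too few for a share under 0.05. At an unadjusted p under 0.05 the real split had 903 genes and the highest other 588. With culture medium as a covariate the median difference of the 8 genes was log2 2.25 against 2.299 without it, and their calls ended in limma (smallest adjusted p = 0.129 over all genes). Genes were called where the lines of a group lay close together, and both groups held lines in either medium. The choice of genes therefore favoured a small change, so this test cannot decide on medium. A variant read as a conversion would give MDA-MB-231 and HCC38 similar uncentred ratios, but they differed by a median of log2 0.74 (0.39 to 1.07) in these genes and by 0.92 over all genes. The genes were called on centred values, which favours lines of a group that differ as all genes do. This test therefore cannot decide on a variant. Medium, a variant and a difference in turnover or expression between subtypes were not told apart, and the last was not tested.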
